A study of Mus musculus with 22 samples. Its data were reported in "ViBrism DB: an interactive search and viewer platform for 2D/3D anatomical images of gene expression and co-expression networks" (2018).

How the data were processed

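Transcriptome Tomography is a method in which a whole brain is sliced along one body axis, the slices are pooled into slabs called fractions, and the RNA of each fraction is measured on a microarray. Total RNA of 22 fractions was measured here. The fractions came from the brains of 3 male C57BL/6J mice, an inbred laboratory strain. The coronal series held 10 fractions of 1 mouse, the horizontal series 6 fractions of another and the sagittal series 6 fractions of the last. Each fraction was hybridised to 1 array, so no fraction had a replicate and the number of arrays limits the precision. Groups were taken from the section plane in the labels. The sample titles gave an age of 7 days after birth and the age field of the same labels gave 3 days, so the age is stated here as the titles give it. The labels gave slabs of 100 slices of 5 µm, that is 500 µm, while the methods of the study name a thicker fraction, so positions are given as slab numbers and not as lengths. The labels did not say which end of the brain fraction 1 came from. The last coronal fraction pooled slabs 10 and 11, the first sagittal fraction slabs 1 and 2, and the last sagittal fraction slabs 7 to 9. Every other fraction was 1 slab, and the midpoint of its slabs was used as its position.

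The arrays were Agilent SurePrint G3 Mouse arrays read in 1 colour (Cy3), designed on the mm9 build of the mouse genome. Per the file headers, the authors extracted spot values with Feature Extraction 10.10.1.1, which subtracts the background and gives 1 processed intensity per spot on a linear scale. The authors also deposited a table of log2 values with 47544 transcripts and 1 column per array. Set against the scanner values, its columns were log2 of the processed intensity minus the 75th percentile of the array. Of its values, 99.899% lay within 0.02 log2 units of that quantity, over the 47478 transcripts matched to an analysed probe. None of these transcripts was below background in all 22 fractions. No column of the table was left unused.

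From the scanner files, spots marked as outliers and control spots were left out, between 131 and 187 outlier spots per array, and the spots of 1 probe were averaged. No spot was saturated. Each array held 62976 spots and 55681 probes that are not controls, of which 81 had no value on some array and were left out. The values analysed were log2 of the processed intensity minus the array's 75th percentile, for 55600 probes. Of these, 16150 probes were designed on 3539 genomic intervals for long non-coding RNA (lncRNA), 28087 carried a RefSeq identifier and 11363 carried neither. Gene symbols came from a table of RefSeq genes made for another assembly, which was used for names only, and 26553 of the RefSeq probes matched, giving 20129 symbols. Coordinates of lncRNA intervals are those of the array design. A gene with several probes was read from the probe with the highest median level over the 22 arrays. A probe was called detected in a fraction when Feature Extraction marked it well above background. The main set held the probes detected in at least 1 fraction of each series, which is the study's variable D.

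Tests were run in R 4.3.3 with limma 3.58.1 and in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and numba 0.67.0, and figures were drawn with matplotlib 3.10.9. Change along a series was tested with limma (moderated statistics, no trend, not robust) in 1 model over all 22 arrays, with an intercept, a linear and a quadratic term in slab position for each series. That model has 9 coefficients and leaves 13 residual degrees of freedom. The spread in it is the scatter of single arrays around a quadratic curve, pooled over the 3 mice, and holds no spread between animals. The coronal and horizontal terms were tested with F tests, and the sagittal linear term (from one side to the other) and quadratic term (middle against both sides) were tested separately. Series means were compared with an F test in limma with series as the only term. The study's methods name no test of their own. Adjusted p-values are Benjamini-Hochberg values over all probes tested, with a threshold of 0.05. The models were tested on simulated data in which 200 of 39621 probes were changed. They recovered 96.5% of the changed probes for coronal position with 9 false calls, 95% for horizontal position with 11, 100% for the sagittal linear term with 11, 100% for the sagittal quadratic term with 11 and 83.5% for the difference between series with 5. The added changes were several residual SD in size, and the noise was drawn separately for each probe and array. The simulation thus tests the code, and it does not measure false calls where probes share a difference between arrays.

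Similarly expressed transcripts were counted as in the study, as probe pairs whose log2 values over the 22 fractions had a Pearson r above 0.85. The partners of 1 target probe are its SET. The number of pairs given by chance came from 20 shuffles of the fractions within each series, drawn separately for each probe. The pair counter was tested on simulated data and counted the same 19901 pairs as a direct computation. Single correlations have two-sided permutation p-values, exact for up to 8 fractions and from 100000 resamples otherwise. The distance between arrays (1 minus Pearson r over probes) was set against the distance between slabs with a one-sided Mantel permutation test. Marker lists were scored by the median Pearson r over all pairs of their genes, given as a percentile among 10000 random lists of the same size matched on mean level.

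The sample groups, tests, marker lists, gene pairs, most processing alternatives and the rule for naming genes were fixed before the data were examined. The pair of A_30_P01017714 with Abhd4 had, however, been reported by the study from these same data. The rule names, for each position test, the 3 genes with the largest fitted range among those past the threshold, with a symbol, and well above background in at least as many fractions as not of that series. Of the genes named for the coronal series, 1 is not reported here. The rule also names the 3 probes with the most partners and the genes of the lists and pairs. The alternatives were centring each array on its median, quantile normalization, normexp background correction (offset 50, on the median rather than the mean spot signal, which was not used here) with quantile normalization, the authors' deposited log2 values, no scaling between arrays, other filters on dim probes, fraction numbers as positions, other curves, each series fitted on its own arrays, slide as a block, other thresholds of r, Spearman's rho, and leaving out each fraction or series in turn. After the data had been seen, a further pair of alternatives was added, in which the signal of spike-in probe a107 was a covariate or was regressed out of every probe, and in which only arrays with a spike-in slope in the range set by Feature Extraction were used. Spike-in RNA is a set of transcripts with known amounts added to every sample. The other probes of the lncRNA interval in the pair with Abhd4 were added then too. The probe a107 was picked for this after many control probes had been looked at. The study's example transcript AI606473 and the markers Drd1a, Slc6a5 and Hbb-b1 had no match by symbol and were not analysed here.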

Results

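The expression density of transcripts was measured in 22 fractions of the brains of 3 male mice, with 10 fractions in the coronal series, 6 in the horizontal series and 6 in the sagittal series. Each series came from 1 mouse and each fraction was measured once, so the values have no replicate. Between 29605 and 41965 of the 55600 probes were well above background on an array, that is 53.2% to 75.5%. The coronal arrays ranged from 29605 to 40156 detected probes, the horizontal arrays from 29976 to 41965 and the sagittal arrays from 31358 to 38746. The 75th percentile of processed intensity, to which each array was scaled, lay between 259.68 and 603.89. On every array 399 probes were spotted 10 times. The SD of log2 intensity between spots of 1 probe had a median over arrays of 0.0795 for bright probes (0.0612 to 0.0992) and 0.367 for dim probes (0.175 to 0.505). This is the error of a spot, and it holds neither the error of labelling nor the difference between animals.

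Feature Extraction reports for each array the slope of signal against the known amounts of 10 added E1A spike-in transcripts, and whether it lies in an accepted range. The slope was out of range on 7 arrays (0.773 to 0.891) and in range on 15 (0.949 to 1.07). The 7 arrays were coronal fractions 1 and 2, horizontal fractions 1, 2 and 3, and sagittal fractions 1 and 3. They had between 36119 and 41965 detected probes (median 37688), against 29605 to 36342 (median 31444) on the other 15. The means differed by 6829.7 probes, and the two-sided exact permutation p over all 170544 choices of 7 arrays was 1.17e-05. The signal of 1 dim spike-in probe, a107, was between 6.38 and 8.23 log2 units on the 7 arrays and between 2.86 and 4.96 on the 15. The slope is drawn from the spike-in probes, a107 included, so this separation is not independent of the grouping. The arrays lay on 4 slides. Slide 1 held 7 coronal arrays, slide 2 held 1 coronal array, slide 3 held 2 coronal and all 6 sagittal arrays, and slide 4 held all 6 horizontal arrays. In each series the arrays out of range were among those with the lowest fraction numbers, so this difference runs along with position.

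**Figure D1:**
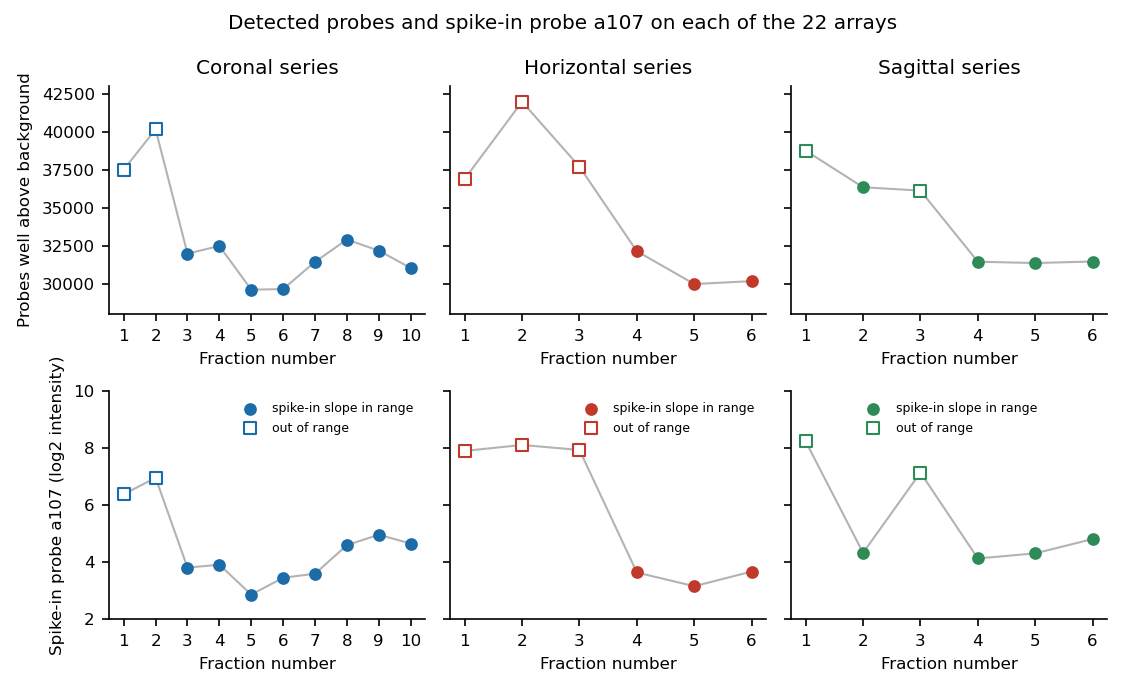
Number of probes well above background (upper panels) and log2 intensity of spike-in probe a107 (lower panels) against fraction number, 1 point per array, for the coronal, horizontal and sagittal series, with open squares for arrays whose spike-in slope was out of range; the vertical axes of the upper panels do not start at 0. The 7 arrays out of range have a107 at 6.38 or above and at least 36119 detected probes.

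A first question is which transcripts are detected along every axis, which is the study's variable D and not its condition for making a map. In total 39621 probes (71.3%) were detected in at least 1 fraction of every series. The share was 56.7% of the lncRNA interval probes (9162 of 16150), 82.0% of the RefSeq probes (23020 of 28087) and 77.2% of all probes that are not for lncRNA (30459 of 39450). Detection in all 22 fractions, the alternative that moved the number most, was met by 25815 probes. Without any 1 fraction the number lay between 38048 and 39607. Detection in any fraction of any series, a looser condition, was met by 47499 probes. Of these, 47478 were among the 47544 transcripts of the deposited table. The study's count at 7 days is thus to be set beside that looser number and not beside 39621.

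The spread of a transcript over the brain was taken as the SD of its log2 value over the 22 fractions. At this age the study's variable V is a coefficient of variation instead, which was not computed here. The median SD over the 39621 probes was 0.525 (quartiles 0.349 and 0.923). It was 0.818 for lncRNA interval probes and 0.469 for the others. The lncRNA probes were dimmer, and 10000 lists of other probes matched to them on mean level had medians from 0.712 to 0.761, with a median of 0.735. The lncRNA value lay above all of these lists (percentile 100), and above their median by 0.0835. This difference depended on the scaling: it was -0.0188 with each array centred on its median and -0.0239 with quantile normalization, where the lncRNA value lay below all matched lists. It was smaller, with the lncRNA value above all matched lists, with normexp (0.0073), without scaling (0.0465) and with a107 regressed out (0.0221). The median SD itself moved most with normexp background correction, to 0.285.

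The series ask where along each axis a transcript changes. In limma over all 22 arrays the median residual SD of a probe was 0.376 log2 units. The median range of the fitted curve was 0.99 along the coronal series, 0.99 along the horizontal series and 0.92 along the sagittal series. Coronal position was past the threshold for 7850 of the 39621 probes, of which 4906 rose and 2944 fell with fraction number in the linear term. Of the alternatives, fitting the coronal arrays alone moved this number most, to 634. Without 1 fraction it was as low as 4869 (coronal fraction 6), 5076 (fraction 2) or 5221 (fraction 7). Horizontal position was past the threshold for 2604 probes, with 1563 rising and 1041 falling. The horizontal number was 38 with a107 as a covariate, so it depended on how the difference between arrays described above was treated. On the 6 horizontal arrays alone, a fit with few residual degrees of freedom, it was 0 in limma (10614 probes at an unadjusted p under 0.05). It also depended on single arrays of each series. It was 9, 569, 1121, 825, 401 and 1114 without horizontal fractions 1 to 6 in turn, between 1202 and 1718 without any 1 sagittal fraction, and between 1374 (without fraction 6) and 6529 (without fraction 2) without any 1 coronal fraction. The sagittal linear term was past the threshold for 4045 probes, with 3077 rising and 968 falling. This number rested on 1 fraction: without sagittal fraction 6 it was 0 in limma, with 2200 probes at an unadjusted p under 0.05. It was 2527 with a107 as a covariate. The sagittal quadratic term was past the threshold for 12 probes, 8 positive and 4 negative, and for 0 in limma with each array centred on its median or with quantile normalization (1877 and 4469 probes at an unadjusted p under 0.05). It was 394 without coronal fraction 1. It was 0 in limma without coronal fraction 5 or 6, horizontal fraction 2 or 6, or sagittal fraction 1, 2, 3, 5 or 6 (862 to 5993 probes at an unadjusted p under 0.05).

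The share of rising probes also depended on the curve and on the scaling. With a linear term alone 3000 horizontal probes rose and 5866 fell, and with slide as a block 2697 rose and 2680 fell. Slide entered as fixed terms, and all 6 horizontal arrays lay on slide 4. The horizontal numbers with slide as a block thus changed through the pooled spread alone. The array medians of the 39621 probes spread over 0.60 log2 units (-1.81 to -1.21) under the main scaling. Centring used the median of all 55600 probes instead, which were dimmer (median level -3.33 against -1.57 for the 39621). With each array centred on its median, 2375 coronal probes rose and 512 fell, 486 horizontal probes rose and 39 fell, and the sagittal linear term had 1 rising and 2 falling. With quantile normalization 2618 horizontal probes rose and 608 fell, and 1116 sagittal probes rose and 758 fell. With normexp the split was 3145 and 1147 for the horizontal series, 2340 and 1247 for the sagittal linear term, and 110 and 126 for the quadratic term. Without scaling it was 2652 and 2453 for the coronal series, 1125 and 1181 for the horizontal series, 60 and 2705 for the sagittal linear term, and 2 and 217 for the quadratic term.

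The 2 genes with the largest fitted coronal ranges were Dlx2 and Hoxb5 (probes A_51_P480202 and A_51_P436342). Dlx2 had a fitted range of 11.6 log2 units and an adjusted p of 0.000135 in limma. It was not well above background in coronal fractions 1 to 3 and was highest in fraction 10, so the range includes values that are only bounds. Hoxb5 had a fitted range of 10.3 (adjusted p 0.00248). It was highest in fraction 1, at 4.44, and was well above background in 6 of the 10 fractions. These 2 calls held in 11 of 11 alternatives and without any 1 of the 10 coronal fractions. For the horizontal series the rule gave Retnla (A_51_P257951, fitted range 10.2, adjusted p 0.0186), Avp (A_51_P136508, 9.36, adjusted p 0.0231) and Mobp (A_55_P1958798, 7.87, adjusted p 0.0167). Retnla reached 4.34 and Avp 5.39 in horizontal fraction 6, and Mobp was highest in fraction 5, at 4.93. Retnla was not well above background in horizontal fractions 2 to 4, nor Avp in fraction 2, so their ranges and their rank include values that are only bounds. With a107 as a covariate their adjusted p in limma were 0.109, 0.138 and 0.225, and none passed. Each call also rested on single fractions. Retnla was lost without horizontal fraction 1 or 6, Avp without 1, 2, 5 or 6, and Mobp without 1 or 5, with adjusted p of up to 0.123, 0.227 and 0.0695. The other probes of Mobp correlated with the one used at r of 0.977 and 0.970 over the 22 fractions.

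For the sagittal linear term the genes were S100a8, Stfa1 and S100a9 (A_51_P256827, A_55_P1963017 and A_55_P1998471). From one end of the series to the other the linear term rose by 5.07 ± 1.05 log2 units for S100a8 (SE, adjusted p 0.00786 in limma), by 4.73 ± 1.11 for Stfa1 (adjusted p 0.0140) and by 4.69 ± 1.12 for S100a9 (adjusted p 0.0152). The levels in sagittal fraction 6 were 1.90, 1.49 and 3.09. Without that fraction the adjusted p were 0.672, 0.708 and 0.679, so each call rested on it. With a107 as a covariate they were 0.0324, 0.0465 and 0.0506, and S100a9 no longer passed. On the arrays with the slope in range, of which 4 were sagittal, Stfa1 and S100a9 did not pass. All 3 calls were also lost with each array centred on its median and on the sagittal arrays alone. For the quadratic term the genes were Gng13 (A_51_P149422, adjusted p 0.0443), 2900052N01Rik (A_52_P67212, 0.0443) and Dgkk (A_55_P2080168, 0.0447). Gng13 and 2900052N01Rik had a positive term and stood highest in fraction 6, at 7.26 and 0.60. In fraction 1 they were at 4.55 and -1.07. Gng13 was higher there than in fractions 2 (3.87) and 3 (3.32) but no higher than in fraction 5 (4.59), so its rise lay mainly at 1 side. 2900052N01Rik was higher there than in fractions 2 to 5 (-2.57 to -1.63), so it was raised at each end, and more in fraction 6. Both genes also had a linear term past the threshold (adjusted p 0.00369 and 0.00761 in limma). Dgkk was lowest in fraction 6, at -1.44, and next lowest in fraction 1. Of the 6 fits that each left out 1 sagittal fraction, Gng13 was called in 1 and the others in 0. Foxp2, an example gene of the study, changed along the coronal series (A_66_P130601, adjusted p 0.0178 in limma) and was highest in coronal fraction 8, at -0.93. With a107 as a covariate it did not pass (adjusted p 0.0782). Its other probe correlated with it at r of 0.706 and was not past the threshold (adjusted p 0.106).

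**Figure D2:**
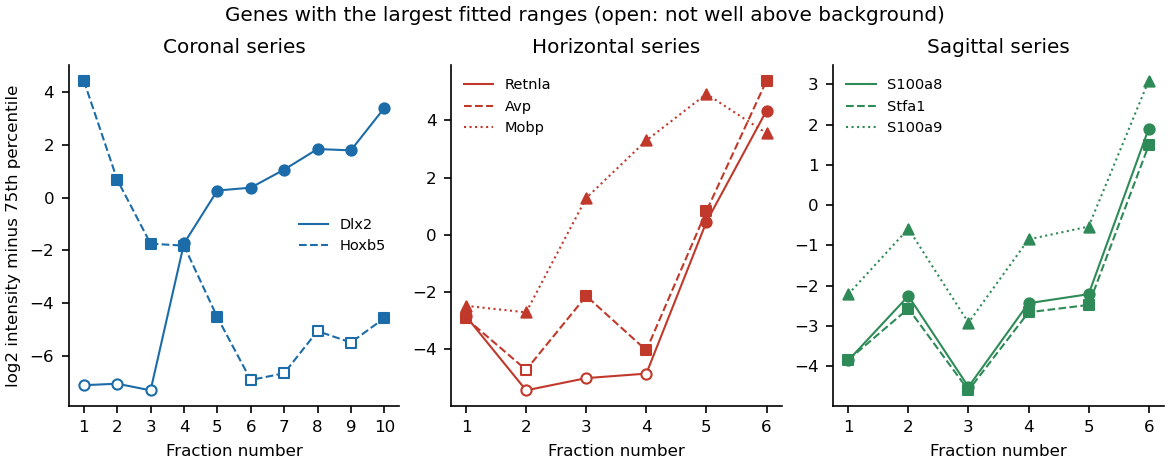
Log2 intensity minus the array's 75th percentile against fraction number, 1 point per array, for the genes with the largest fitted range in the coronal (2 genes), horizontal (3 genes) and sagittal (linear term, 3 genes) tests, with open symbols where the probe was not well above background. Dlx2 is highest in coronal fraction 10, and S100a8, Stfa1 and S100a9 stand highest in sagittal fraction 6, at 1.90, 1.49 and 3.09.

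Means of the 3 series differed for 3 probes, those of Arfgap2, Tbc1d14 and Cdk5rap1, which were named after their values had been seen. No gene met the naming conditions set in advance for this comparison, so these 3 stand outside that rule. At an unadjusted p under 0.05 there were 4024 probes. The number rested on single arrays. Of the 22 fits that left out 1 fraction, 15 gave 0 in limma (3171 to 5113 probes at an unadjusted p under 0.05), while there were 88 without coronal fraction 9 and 83 without coronal fraction 10. Series, mouse and most slides run together, and only slide 3 held arrays of more than 1 series. Between the coronal and the sagittal series with slide as a block, 2 probes were past the threshold. With the position terms of each series in the fit, which removes the change along the axis from the spread, 3224 probes were.

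Similarity of expression was counted over the 784892010 possible pairs of the 39621 probes. A Pearson r above 0.85 over the 22 fractions was found for 15029242 pairs (1.91%). After shuffling the fractions within series for each probe, which also removes any effect of an array that probes share, the number lay between 1634 and 1847 (median 1746.5). With each array centred on its median the number was 57662785, and with a107 regressed out it was 3015881, of which 2312421 were among the main pairs (15.4% of these). In total 85.1% of the probes had at least 1 partner, and the median number of partners was 58 (110 for lncRNA interval probes). The probes with the most partners were A_55_P2023488 with 6118, that of Mtif2 (A_55_P2100550) with 6090 and A_55_P2157838 with 6080. They were highest in coronal fraction 2, horizontal fraction 2 and sagittal fraction 1, which are arrays with the slope out of range. They were also high in coronal fraction 8, an array in range (4.51, 7.03 and 5.44, against 1.80, 4.42 and 3.05 in fraction 7).

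The study's worked example is A_30_P01017714, a probe for a lncRNA interval on the forward strand of chromosome 8 from 72671462 to 72672533 (mm9), an interval with 3 probes. It was well above background on all 22 arrays, at -0.88 to 0.63. Its SET at r above 0.85 held 12 partners, of which 1 was an lncRNA interval probe and 10 had a gene symbol. In falling order of r these were Ivd (0.891), A_55_P2077628 (0.884), Cd164 (0.867), Mavs (0.866), Tmem198b (0.864), Txlnb (0.864), A_30_P01020975 (0.863), Tmem176b (0.860), Abhd4 (0.858), C1qtnf5 (0.857), Tmc6 (0.855) and Pes1 (0.854). Without horizontal fraction 6 or sagittal fraction 1, r with Abhd4 was 0.8497 and 0.847, and with a107 regressed out it was 0.822, so Abhd4 was not a partner there. All 12 lay within 0.05 of the threshold, and at 0.90 there was no partner and at 0.80 there were 80. Without horizontal fraction 2 the number was 6 and without sagittal fraction 6 it was 42.

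Of the 4 gene pairs drawn from the genes of the study's examples, 2 had both genes matched. The study names Lhx8 and Isl1 each as co-expressed with AI606473, and does not name them as a pair. Its text gives no age for that example. A_30_P01017714 and Abhd4 had r of 0.858 and rho of 0.896 over the 22 fractions, each with a two-sided permutation p of 1e-05, the smallest that 100000 resamples can give, and an adjusted p for r of 1e-05 over the 2 pairs. Without the 2 fractions farthest from the median of the lncRNA r was 0.874. Within the coronal series (n = 10) r was 0.822 with permutation p 0.00379, within the horizontal series (n = 6) it was 0.886 with exact permutation p 0.00139, and within the sagittal series (n = 6) it was 0.932 with exact permutation p 0.0208. Adjusted over the 6 pairs within series, these permutation p were 0.00758, 0.00417 and 0.0208. On slides 1, 3 and 4 r was 0.874, 0.954 and 0.886, and over the 15 arrays with the slope in range it was 0.858. The other 2 probes of the lncRNA interval, which were added after the results had been seen, had r with Abhd4 of 0.794 and 0.587 (permutation p 3e-05 and 0.0041), both under 0.85. The second of these moved r most, and of the other alternatives quantile normalization did, to 0.715. Lhx8 and Isl1 (A_51_P298615 and A_52_P337246) had r of 0.911 and rho of 0.940, with permutation p of 1e-05 for each, and r of 0.901 without the 2 farthest fractions. Lhx8 was well above background on 15 arrays and Isl1 on 19. Within the coronal series (n = 10) r was 0.915 with permutation p 0.00041, within the horizontal series (n = 6) it was 0.955 with exact permutation p 0.0111, and within the sagittal series (n = 6) it was 0.970 with exact permutation p 0.0153. Adjusted over the same 6, these permutation p were 0.00246, 0.0167 and 0.0184. For the sagittal rho the exact permutation p was 0.0583, and r fell to 0.270 without the 2 farthest fractions, so the sagittal relation rests on these. On slides 1, 3 and 4 r was 0.937, 0.979 and 0.955, and over the 15 arrays with the slope in range it was 0.908.

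**Figure D3:**
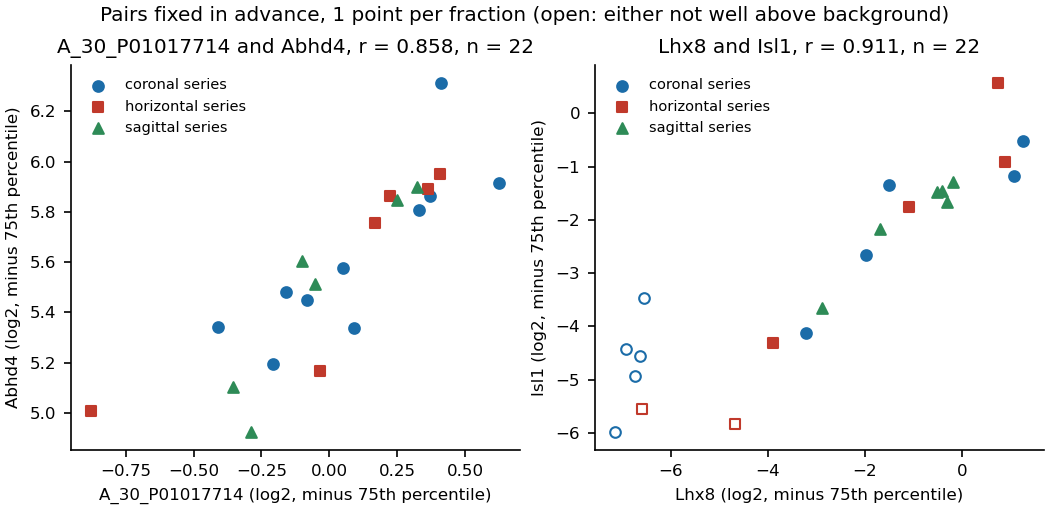
Log2 intensity minus the array's 75th percentile of Abhd4 against A_30_P01017714 (left) and of Isl1 against Lhx8 (right), 1 point per fraction, coloured and shaped by series, with open symbols where either probe was not well above background. Pearson r over the 22 fractions is 0.858 on the left and 0.911 on the right.

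Whether similarity holds between brains was asked by taking the pairs with r above 0.85 in the coronal series alone, 29606856 pairs (3.77%). In the horizontal series 93.4% of them had r above 0 and 56.9% above 0.85, against 51.3% and 8.18% of all pairs. In the sagittal series the shares were 88.1% and 33.2%, against 50.2% and 6.86%. In all 3 series 7373130 pairs were above 0.85. With a107 regressed out within each series, the shares of the coronal pairs above 0.85 were 15.2% in the horizontal and 22.6% in the sagittal series, against 3.07% and 6.06% of all pairs.

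Neighbouring fractions had a median Pearson r between arrays of 0.969 in the coronal, 0.976 in the horizontal and 0.955 in the sagittal series, over probes. The Mantel correlation of array distance with slab distance was 0.246 in the coronal series (one-sided permutation p 0.113, adjusted 0.151), 0.639 in the horizontal series (exact permutation p 0.0472, adjusted 0.131) and 0.462 in the sagittal series (exact permutation p 0.0653, adjusted 0.131). Against the distance from the middle sagittal slab it was 0.0516 (exact permutation p 0.397, adjusted 0.397). None of the 4 passed after adjustment. With a107 regressed out the values were 0.450 in the coronal (permutation p 0.00876, adjusted 0.025), -0.155 in the horizontal and 0.716 in the sagittal series (exact permutation p 0.0125, adjusted 0.025), so the first and the last of these passed. On the 8 coronal arrays with the slope in range the value was 0.244 (exact permutation p 0.171), no higher than over all 10.

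Lists of marker genes for 16 regions and cell types, fixed in advance, asked whether anatomy can be read along the series. Their genes were more similar to each other than 95% of the matched random lists for 12 of 16 lists over all 22 arrays, 13 in the coronal, 10 in the horizontal and 10 in the sagittal series, where chance gives 0.8. Over all 22 arrays the median r within a list was 0.837 for cerebral cortex, 0.828 for cerebellum, 0.952 for red blood cells, 0.809 for myelinating oligodendrocytes, 0.734 for striatum, 0.720 for choroid plexus, 0.691 for midbrain dopaminergic neurons, 0.680 for meninges, 0.673 for olfactory bulb, 0.604 for hypothalamus and 0.436 for serotonergic raphe neurons, and the list for hindbrain and spinal cord passed too. The lists that did not pass were hippocampus (percentile 84.6), thalamus (65.2), pituitary (79.7) and skeletal muscle (5.28). Of the genes listed, Iyd, Sim1, Otp, En1, Cbln3, Prl, Tshb and Ckm were not detected in every series. No scaling between arrays moved 3 of the numbers most, to 7 over all arrays, 7 in the coronal and 1 in the sagittal series, and quantile normalization moved the horizontal number most, to 7.

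Along the coronal series the highest mean of a list fell in fraction 1 for hindbrain and spinal cord, in 3 for cerebellum, in 4 for midbrain dopaminergic neurons and for serotonergic raphe neurons, in 5 for hippocampus, in 6 for hypothalamus, in 8 for striatum, in 9 for cerebral cortex and in 10 for olfactory bulb. The choroid plexus list was as high in fraction 3 as in fraction 7 (1.56), and highest in fraction 2 with a107 regressed out. Without scaling the highest fraction was 5 for cerebral cortex and midbrain dopaminergic neurons and 7 for striatum, and with quantile normalization it was 2 for cerebellum. Along the horizontal series it fell in fraction 1 for cerebral cortex, in 5 for hindbrain and spinal cord and in 6 for hypothalamus. Along the sagittal series it fell in fraction 6 for red blood cells, choroid plexus and meninges, of which meninges (percentile 94.0) did not pass in that series. These 3 stayed in fraction 6 with quantile normalization and with a107 regressed out, but depended on the arrays being scaled. Without scaling the highest fractions were 2, 4 and 2, and fraction 6 had the lowest 75th percentile of all arrays (259.68).

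**Figure D4:**
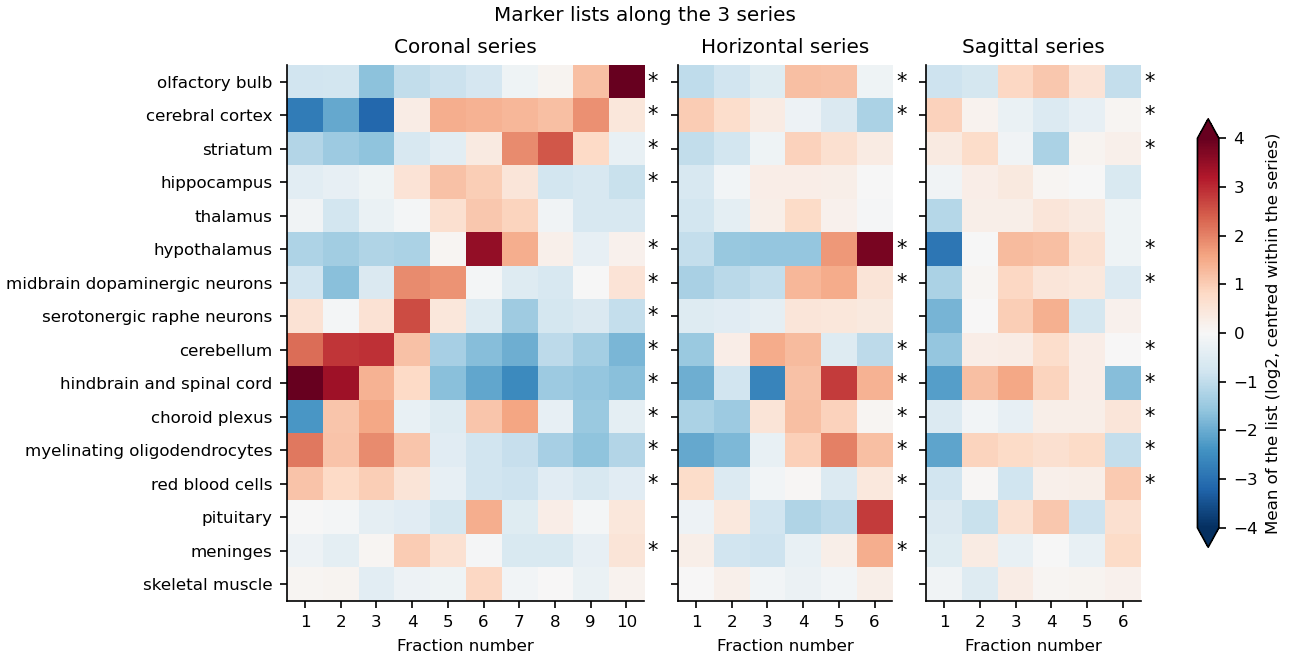
Mean log2 level of each marker list, with each gene centred on its mean over the fractions of the series, by fraction number in the coronal, horizontal and sagittal series, as colour from -4 to 4 log2 units with values beyond the scale in the end colours; an asterisk marks lists whose genes were more similar in that series than 95% of matched random lists. The olfactory bulb list is highest in coronal fraction 10 and the hypothalamus list in coronal fraction 6 and horizontal fraction 6.

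The labels call all mice male. Xist was well above background on 0 of the 22 arrays for both of its probes. Of the Y-linked genes, Ddx3y was well above background on 22 arrays, Eif2s3y on 22, Uty on 19 and Kdm5d on 3.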

Values the study reported

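The study reported 47 544 transcripts detected in the 7-day brain, from 22 fractions of 3 mice. It set the default threshold for similar expression at r of 0.85. At 7 days it reported 12 genes in the SET of the lncRNA probe A_30_P01017714.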

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

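Of the tests in this part, those of the ERCC control probes, the fit with a107 as a covariate, the marker lists with a107 regressed out and the value given for bone in fraction 2 were chosen only after the result was seen, and the lists for neutrophils, bone and olfactory epithelium were drawn up after S100a8 had been seen to stand out but before their own values were. In 144 series of 6 or 10 fractions the highest or lowest value was compared with its nearest neighbour, and in 10 of them the gap was large for the range of the series. Chance alone gives about 1 in 20, that is 7.2, so most of these gaps could not be told from chance. The named genes among them had been selected for a large range, so a gap there is partly a result of the selection.

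Of the gaps 4 lay in lists of marker genes along the coronal series. The olfactory bulb list stood at 4.50 in fraction 10, with 1.21 in the next highest fraction. The serotonergic raphe list stood at 2.61 in fraction 4 (next 0.58), the pituitary list at 1.47 in fraction 6 (next 0.45) and the skeletal muscle list at 0.84 in fraction 6 (next 0.13). These are mean log2 levels centred within the series. The spike-in slope was in range on these arrays. The genes of the pituitary and muscle lists were no more similar to each other in that series than random lists, so their means say little about a tissue. With a107 regressed out the olfactory bulb list was still highest in fraction 10, with a range over the series of 6.22 against 6.14, and the raphe list in fraction 4, with 4.08 against 4.03. The same held for the pituitary list (2.15 against 2.17) and the muscle list (1.26 against 1.25) in fraction 6. Regressing out a107 thus did not remove these values. Other properties of a single array were not tested, and a difference between regions, which the series are designed to sample, stays open.

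In sagittal fraction 1 the hypothalamus list was lowest, at -2.88 (next -0.16), and so was the cerebellum list, at -1.55 (next 0.01). In horizontal fraction 2 the lncRNA probe A_30_P01017714 was lowest, at -0.88 (next -0.03). The spike-in slope was out of range on both of these arrays. With a107 regressed out fraction 1 was still lowest in the sagittal series, with a range of 3.64 against 4.14 for the hypothalamus list and of 3.11 against 2.26 for the cerebellum list, so regressing out a107 did not remove these values. Other properties of these single arrays were not tested, nor was the value of A_30_P01017714 with a107 regressed out, and a difference between regions stays open.

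In sagittal fraction 6, which pools slabs 7 to 9 at 1 side, S100a8 stood at 1.90 (next -2.21), Stfa1 at 1.49 (next -2.48) and Gng13 at 7.26 (next 4.59). S100a8, Stfa1 and S100a9 were the leading genes of the sagittal linear term. Under the main scaling, the array-wide difference followed by a107 is argued against as the whole cause of this trend. With a107 as a covariate 2527 probes were still past the threshold in limma, 2124 of them among the 4045 of the main model. A part of the scaling in this trend stays open. With each array centred on its median 3 probes were past the threshold, and S100a8, Stfa1 and S100a9 were not. Without scaling 60 probes rose and 2705 fell. The number was 1874 with quantile normalization and 3587 with normexp. Olfactory epithelium is argued against, since its genes lay at percentile 11.4 of matched random lists in fraction 6 against the mean of the other sagittal fractions (median -0.41, with Adcy3 the most abundant at -2.87). Bone stays open. Its genes were higher in fraction 6 (median 2.47, percentile 100), as the test fixed in advance required. They were also higher in fraction 2, by 2.69 against the mean of fractions 1, 3, 4 and 5, where S100a8 was higher by 1.00, while in fraction 6 they were higher by 3.17 and S100a8 by 5.16. Single bone genes went different ways. Ibsp rose by 5.24 and 5.31 in fractions 2 and 6 and Dmp1 by 4.25 and 3.99, while Bglap2 rose by 2.70 and 4.84. Alpl, the most abundant, changed by 0.40 and -0.22. Bone that holds the same share of marrow in both fractions would not give this, but the marrow in it is not known.

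Blood in fraction 6 is a candidate explanation that remains open. Genes of neutrophils, a list without the named genes, lay at percentile 99.98 (median 1.47, 5 of 7 highest in fraction 6), and genes of red blood cells at percentile 99.6 (median 1.27, 5 of 5 highest in fraction 6). The most abundant of them were Elane, at 1.41 against at most 1.05 in the other fractions, and Hba-a2, at 8.30 against 7.59. Both were well above background in all 6 sagittal fractions, so blood or expression of these genes was not limited to fraction 6. Fraction 6 had the lowest 75th percentile (259.68), but scaling by a percentile shifts a list and its random lists alike, so it does not move the percentiles. S100a8 rose more than either list, so blood of the same makeup throughout need not account for its size. Meninges genes were higher too (median 1.01, percentile 99.7, with Col1a2 at 5.23 against 5.01), and Col1a1 and Col1a2 are also made in bone. Skeletal muscle (median 0.20, percentile 78.9) and pituitary (median 0.63, percentile 88.3) lay within the random lists. A real difference between the sides of the brain was not tested, and Gng13 was not part of any list.

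The array carries 96 control probes for ERCC transcripts, which are synthetic sequences without a mouse target, and the comparisons of the report did not use them. Between 2 and 12 of them were well above background on an array. Added ERCC RNA is argued against, since at most 12 of 96 were above background. Their number was higher on the arrays with the slope out of range, with a mean of 8.71 ± 1.80 (SD, n = 7) against 4.67 ± 2.32 (SD, n = 15), and the exact permutation p was 0.00125. The pattern is consistent with the array-wide difference described under the other observations, which may thus reach probes that no mouse transcript was designed to bind. No biological explanation was tested for these probes.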

How the results depend on the processing

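The settings with a107 as a covariate or regressed out, those with only the arrays in range, and the other probes of the lncRNA interval were chosen only after the results were seen; the others were fixed in advance. Over 825 alternatives, 587 values stayed on their side of the threshold or within the spread, 140 moved beyond it, 91 lost their call, 3 gained one and 4 changed sign. Without any 1 fraction the numbers of detected probes and of similar pairs (12308476 to 16556434) stayed within 1.5 times. The permutation p of both gene pairs stayed under 0.05, but r of A_30_P01017714 with Abhd4 fell under 0.85 without horizontal 6 (0.8497) or sagittal 1 (0.847). That pair was picked by the study for its r in these same data, so its p is no independent test. The authors' deposited values moved no count beyond 1.5 times. Except where a cause is named, the cause was not tested.

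Scaling moved most counts. Centring on the median used all 55600 probes, of which 53.2% to 75.5% were well above background on an array, so that median lay among dim probes. With each array centred on its median limma called 2887 probes for coronal position, 525 for horizontal, 3 for the sagittal linear term, 0 for the quadratic term and 0 between series (at an unadjusted p under 0.05, 1877 and 1416 for the last of these), and there were 57662785 similar pairs, 6858 partners of the lncRNA and a median SD of 0.703. With quantile normalization the sagittal linear count was 1874, and the quadratic and between-series counts in limma were 0 (unadjusted 4469 and 3900), with 7380215 pairs and 21 partners. The lncRNA minus matched SD was -0.0188 and -0.0239 under these scalings. With normexp there were 4292 horizontal, 236 quadratic and 16 between-series probes, 7440840 pairs and a median SD of 0.285. Without scaling there were 5105 coronal, 219 quadratic and 1232 between-series probes, 31211263 pairs, 1638 partners and a median SD of 0.647, and the marker lists that passed fell to 7 over all arrays, 7 in the coronal and 1 in the sagittal series. Of the single marker list values, 22 lost their call without scaling, 4 with quantile normalization and 1 with a107 regressed out, which also gained 1.

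With no filter on dim probes the horizontal count was 1482 and the between-series count 9. With only probes above background in all 22 fractions, which leaves 25815 and is a stricter test of detection, they were 4167 and 5, the quadratic count was 534, the pairs 2742691 (0.823% of those possible, against 1.91%) and the median SD 0.401.

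Fitting each series on its own arrays leaves few residual degrees of freedom, and limma called 634 coronal probes and 0 for horizontal, sagittal linear and sagittal quadratic terms (unadjusted 10614, 12744 and 8856). With slide as a block there were 1598 coronal, 5377 horizontal and 179 quadratic probes. The horizontal and the sagittal series each lay on 1 slide, so their counts there changed through the pooled spread alone. A linear term alone gave 3147 coronal and 8866 horizontal probes, and fraction number as position gave 0 quadratic probes (unadjusted 5907). Position terms in the comparison of series gave 3224 probes.

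Without each fraction in turn the coronal count lay between 4869 (without coronal 6) and 10710 (without coronal 1). The horizontal count lay between 9 (without horizontal 1) and 6529 (without coronal 2), and the sagittal linear count between 0 (without sagittal 6, unadjusted 2200) and 4966. The quadratic count reached 394 (without coronal 1). It was 0 without coronal 5 or 6, horizontal 2 or 6, or sagittal 1, 2, 3, 5 or 6 (unadjusted 862 to 5993). The between-series count lay between 0 (in 15 of 22 fits, unadjusted 3171 to 5113) and 88 (without coronal 9). The partners of the lncRNA lay between 6 (without horizontal 2) and 42 (without sagittal 6). They were 222 without the coronal and 69 without the sagittal series, 33 with each series centred, 80 at r of 0.80 and 0 at 0.90. The pairs were 24854593 at 0.80, 6900541 at 0.90, 5728898 by Spearman's rho and 23103373 without the sagittal series.

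With a107 as a covariate limma called 4311 coronal, 38 horizontal and 2527 sagittal linear probes. With a107 regressed out there were 3015881 pairs (2312421 of them shared with the 15029242) and 3 partners, and the shares of coronal pairs above 0 and above 0.85 were 82.0% and 15.2% in the horizontal and 79.7% and 22.6% in the sagittal series. The Mantel correlation rose to 0.450 (coronal, permutation p adjusted 0.025) and 0.716 (sagittal, adjusted 0.025) and turned to -0.155 (horizontal) and -0.0444 (distance from the middle slab). On the arrays in range alone there were 4133 coronal, 13 horizontal and 1 quadratic probes, 6221448 pairs and 40 partners. Fewer arrays enter there, and a quadratic curve fits the 3 horizontal ones exactly, so the horizontal count there says nothing on stability.

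No paired analysis was possible because fraction numbers are positions along different axes of different mice, so samples with the same number form no pair. The named genes of the fixed pairs have 1 probe each. The other probes of the lncRNA interval gave r of 0.794 and 0.587 with Abhd4 (permutation p 3e-05 and 0.0041). Signal over background limits the dim probes, whose spots of 1 probe had an SD of up to 0.505 log2 units against 0.0992 for bright ones.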

Other observations

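The tests of scanner, slide and messenger RNA alone, the fits with a107, and the counts of splits were chosen only after the result was seen, while those of genomic DNA and of RNA bound by single probes were fixed before their values were. On the 7 arrays with the spike-in slope out of range, 23.2% of the 39621 probes were higher by more than 1 log2 unit than on the other 15 and 1.27% were lower by as much. The median difference was 0.80 for lncRNA interval probes (45.0% higher by more than 1) and -0.14 for RefSeq probes (10.1%). The first principal component held 63.4% of the variance. Among the 10 E1A spike-in probes a107 was higher by 3.53, and the other 9 by 0.15 to 0.42. The slope that defines the groups is drawn from these same probes, so the difference in a107 is not independent of the grouping. Of the others, a104 and E1A_r60_3 were well above background on 0 arrays, so their small differences say little.

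A scanner, background or extraction setting is argued against, since the other E1A probes differed by at most 0.42477 log2 units and the negative control spots by -0.12 (exact permutation p 0.405). A slide is argued against, since slide 4 held 3 arrays out of range and 3 in range. A regional difference in messenger RNA alone is argued against, since 7 of the 96 ERCC probes, which have no mouse target, were higher by more than 1 log2 unit (up to 4.56, with a median over all 96 of -0.10). The exact permutation p of that many was 0.000469.

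Genomic DNA in some RNA samples stays open. In a male, dim lncRNA probes on chromosome X would gain about as much less signal as 1 copy is less than a pair. Their median gain was 0.655 of the median autosome, with a bootstrap interval from 0.463 to 1.04 over 1000 draws and 263 probes, and 1 autosome was lower. With the dimmest probes left out it was 0.851 (0.613 to 1.11), with 2 autosomes lower. The intervals are too wide to tell a loss from none. RNA bound by single probes cannot be told apart from a difference of whole transcripts either. Across 4375 genes with several probes, the difference between arrays was related between probes of a gene at r of 0.495, and at 0.443 for sagittal fractions 1 and 3 minus fraction 2, against 0.597 for coronal fractions 9 and 10 minus 3 and 4. Genes are not independent replicates. By the test as fixed in advance these values go against binding by single probes, but the arrays compared also come from different slabs, and bone genes were higher in sagittal fraction 2, so the label of that outcome was kept open.

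Within the arrays in range a107 was also related to the number of detected probes on slide 1 (n = 6, r 0.882, rho 1, exact permutation p 0.00139, adjusted 0.00556, r 0.940 without the 2 farthest), and not on slide 3 (n = 6, r -0.218, exact permutation p 0.843). Over all 15 arrays in range r was 0.502 (permutation p 0.0515, adjusted 0.103) and rho 0.607. Over the 7 arrays out of range r was 0.281 (exact permutation p 0.538). These 4 relations are 1 family.

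The array-wide difference, as far as a107 follows it, does not account for all of the coronal position calls. With a107 as a covariate 4311 coronal probes were past the threshold in limma, 3763 of them shared with the 7850 of the main model. For the similar pairs the array-wide difference cannot be told apart from regional expression. With a107 regressed out 3015881 pairs were above 0.85, but a107 need not follow all of it: the probe of Mtif2 stood at 7.03 in coronal fraction 8 and at 5.78 in fraction 9, where a107 was higher (4.96 against 4.59). Of these pairs 2312421 were among the 15029242 of the main values, that is 15.4% of the main pairs. For the horizontal series it cannot be told apart from position, since the 3 arrays out of range are fractions 1 to 3 and 38 probes were left with the covariate, 35 of them shared. The number of horizontal calls may therefore reflect the array-wide difference, the position or both.

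Among 100 splits that rearranged the fractions within each series, the real one included, 2 gave as many coronal calls, 2 as many horizontal calls, 1 as many sagittal linear calls and 2 as many quadratic calls. Among 100 splits of the arrays into series, 3 gave as many calls between series. Chance arrangement can be excluded at 0.05 for each, but the array-wide difference cannot be by this. The few splits with as many calls reached 10562 coronal, 3869 horizontal, 1087 quadratic and 8789 between-series calls. The terms of these splits explained 75.6%, 72.4%, 22.6% and 36.1% of the variance of a107, against medians of 20.8%, 33.9%, 13.0% and 7.19% over the 100 splits. Shares as high were reached by 2, 28, 31 and 3 of the 100 splits, so those for the horizontal and quadratic calls were not unusual. The real arrangement explained 65.7% for coronal position, which 3 of the 100 splits reached, the real one included, and 76.2% for horizontal position, which 9 reached. With a107 as a covariate the real coronal count of 4311 was the highest of 100 splits (3098 in the next). So was the horizontal count of 38 (34 in the next). The sagittal linear count of 2527 was reached by 2 splits, the real arrangement included, with up to 5195 calls. The quadratic count of 8 was reached by 3, with up to 2098.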
